A study of Mus musculus with 4 samples. Its data were reported in "Mitochondrial biogenesis in white adipose tissue mediated by JMJD1A-PGC-1 axis limits age-related metabolic disease" (2024).

How the data were processed

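ATAC-seq reports open chromatin: the Tn5 transposase inserts sequencing adapters into DNA that is accessible in the nucleus, and regions with many insertions are called as peaks. The assay was run on im-scWAT cells, an immortalised mouse preadipocyte culture from subcutaneous white adipose tissue. The cells came from mice with normal Jmjd1a, which encodes a histone H3 lysine 9 demethylase (WT), or from mice homozygous for a histidine-to-tyrosine change that removes its enzymatic activity (HY). Nuclei were taken on day 0, before differentiation (D0), and on day 8, after differentiation towards beige adipocytes (D8). GEO's sample labels gave the genotype and day of each of the 4 libraries, 1 per group, and none was left unassigned.

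The deposited data are 1 peak list per library, called on that library alone, in the 10-column narrowPeak layout. The study describes adapter trimming, filtering, alignment to the mouse genome, removal of PCR duplicates and peak calling, and states that the same procedure served its ChIP-seq data, for which Trimmomatic, Bowtie2, SAMtools, Picard and MACS3 are named with the mm9 build. Software versions, the calling threshold and whether read ends were shifted for the Tn5 insertion offset are not stated. An unshifted end moves a peak edge by a few bp, which matters little for overlaps of whole peaks and more for the exact place of a summit. The enrichment column deposited by the authors is the fold of the summit pileup over the local background, a ratio, and was not normalised between libraries. The authors' peak caller also gave -log10 p and -log10 q for each summit, both deposited as such. The deposited score column is a whole-number rescaling of -log10 q and was not used for any result. These values per peak are the authors' own. They served to describe, rank or filter peaks within a list and to solve for pileup and background. Their medians were also compared between lists.

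No read counts were used. The fold and -log10 p of a MACS peak are both functions of the summit pileup (the number of overlapping extended tags) and of the local background, so both were solved for each peak, taking the pileup as a whole number. A solution within 0.002 of the deposited -log10 p was found for 100% of the peaks in each list, against 0.895% to 1.43% when the p column was shuffled. The lowest background in a list is its genome-wide rate, which is proportional to the number of tags used and gives the relative depth of the libraries. The absolute number of tags stays unknown.

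The reference was the mouse NCBIM37 (mm9) sequence with its GENCODE annotation. The lists matched it: 0 chromosomes had a peak beyond their end, the last peak on chromosome 1 ended at 197105516 of 197195432 bp, and moving all peaks by 100 kb lowered the share at promoters from 31.9% to 4.79% in the WT D8 list. Coordinates are 1-based on this build. Each list had between 118 and 196 peaks on contigs outside the assembled chromosomes and up to 3 on the mitochondrial genome; they stayed in the counts and overlaps and were left out of annotation and motif results.

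A peak was called shared when 1 peak of the other list covered at least 50% of its length, following the overlap of more than 50% in the study's methods, and specific otherwise (BEDTools 2.31.1). The study's own counts of specific peaks lay closer to those from an overlap of 1 bp. Differentiation-specific peaks are D8 peaks with no such D0 peak in the same genotype, and preadipocyte-specific peaks are the reverse. Promoter peaks have their centre from 1000 bp upstream to 100 bp downstream of an annotated transcription start site (TSS). Enhancers assayed by ChIP-qPCR in the study were placed by matching 11 primer pairs to the reference, and the most distal Ppargc1b enhancer by its distance of 73 kb to the TSS; a site was called open when a peak overlapped the amplicon extended by 500 bp on each side. The consensus sequences of 6 motifs were searched on both strands within 100 bp of the summits, with 20 column-shuffled versions of each as the level that base composition gives. For 5 lists of 20 genes each (thermogenic, adipocyte, preadipocyte, and liver and neuron as controls), genes with a differentiation-specific peak within 50 kb of a TSS were counted and compared with 10000 random lists of the same size, drawn within 10 strata of the number of all D8 peaks near the gene. No gene was on more than 1 list. The lists were fixed from general knowledge, and expression of their genes in these cells was not measured here.

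The sites and genes named were limited to the enhancers of Ppargc1b (Pgc1b), Ppargc1a (Pgc1a), Ucp1, Ppara and Cidea with the Prdx5 control region, the genes of the 5 lists, and the 5 differentiation-specific and 5 preadipocyte-specific peaks that were specific in both genotypes and had the highest -log10 q in their weaker genotype, each with the gene whose TSS was nearest. One of the differentiation-specific peaks chosen by this rule is not reported here. Genes on chromosome Y and Xist fall outside this rule and were named after the peak counts on chromosome Y had been seen.

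Shares have Wilson 95% intervals, and ratios of shares have 95% intervals on the log scale. With 1 library per group, no test between groups was made and no p-value is given. Each step was tested on simulated data: the pileup was recovered for 100% of 19823 simulated peaks, all of 10000 simulated peaks were classed correctly under the 50% rule, 100% of 1166 planted motif instances were found with matches in 0% of 2834 sequences without one, and 4.5% of 200 null gene lists lay above their 95th percentile. Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, pysam 0.24.0, SAMtools 1.23.1 and matplotlib 3.10.9 were used. The groups, the comparisons, the settings above and their alternatives (the overlap, a minimum -log10 q of 5, lists shortened to the same number of peaks, the promoter window and transcripts, the motif window and consensus, matched shared peaks, and the distance to a TSS) were fixed before the data were examined. Signal tracks, aligned reads and the study's ChIP-seq and RNA-seq data were not analysed here.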

Results

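Chromatin accessibility was measured by ATAC-seq in 4 libraries of im-scWAT cells: WT and HY cells, each at D0 and D8. There was 1 library per group and no replicate. Every difference given here therefore compares those libraries, not the conditions, and the intervals cover counting error only. The lists held 71523 peaks for WT D0, 41228 for WT D8, 77994 for HY D0 and 48964 for HY D8. They covered 25.5 Mb, 12.1 Mb, 29.8 Mb and 15.1 Mb of the genome in the same order. The background rate, the pileup given at an average position of the genome, was 0.659 in WT D0, 0.531 in WT D8, 0.708 in HY D0 and 0.494 in HY D8. Relative depth at D8 was thus 0.806 of that at D0 in WT and 0.698 in HY, and the HY library had 1.07 times the depth of the WT library at D0 and 0.931 times at D8. A peak at the background rate needed a summit pileup of at least 5 in the first 3 of these libraries and 4 in HY D8. The median summit pileup was between 13 and 15 tags.

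Median peak width was 262 bp in WT D0, 230 bp in WT D8, 279 bp in HY D0 and 233 bp in HY D8. The median fold enrichment of the lists was 6.63, 6.60, 6.78 and 6.33 in that order, and the median -log10 q was 8.76, 8.41, 9.46 and 7.53. These medians change with the length of a list, and an effect of depth or background on them was not tested. When each list was shortened to its 41228 strongest peaks, the median fold was 8.97 in WT D0 and 9.50 in HY D0.

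The first comparison asked which open regions appear or disappear as preadipocytes become beige adipocytes. In WT, 11466 D8 peaks (27.8%, 95% interval 27.4% to 28.2%) were differentiation-specific. HY cells had 14181 such peaks (29.0%, 28.6% to 29.4%). A larger part of the D0 peaks had no counterpart: 52862 peaks (73.9%, 73.6% to 74.2%) were preadipocyte-specific in WT and 56585 (72.6%, 72.2% to 72.9%) in HY. The overlap rule moved the differentiation-specific counts most. When both peaks had to be covered by 50%, the differentiation-specific peaks rose to 23623 in WT and 28759 in HY, and when 1 shared bp was enough they fell to 10052 and 12500. With lists of the same length, the order of the genotypes changed, to 15066 in WT and 14670 in HY.

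**Figure D1:**
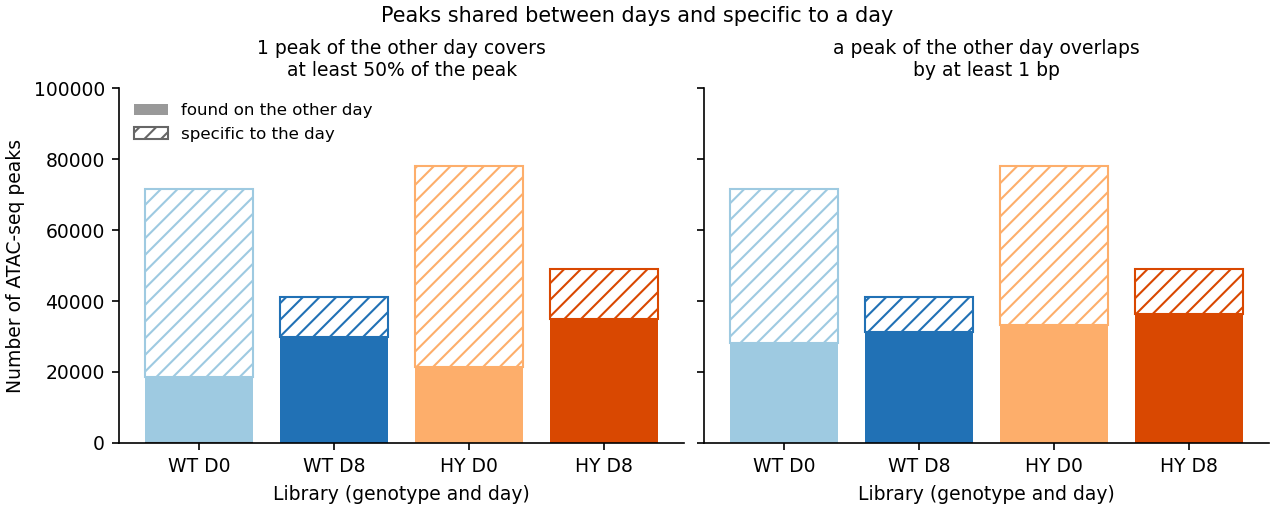
Number of ATAC-seq peaks in each of the 4 libraries (1 library per group), split into peaks found on the other day in the same genotype (filled) and peaks specific to the day (hatched), under the 50% rule (left) and with an overlap of 1 bp (right). Specific peaks make up the larger part of both D0 lists and the smaller part of both D8 lists under either rule, with 52862 against 43389 preadipocyte-specific peaks in WT.

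The second comparison asked whether the inactive demethylase changes the set of open regions. Of the WT D8 peaks, 81.6% (81.2% to 81.9%) were covered in the HY D8 list, and 60.4% (59.96% to 60.83%) of the HY D8 peaks were covered in the WT D8 list. At D0 these shares were 79.5% (79.2% to 79.8%) and 65.4% (65.0% to 65.7%). The shares were lower in the direction from the longer list to the shorter one on both days. They moved most, among the WT D8 peaks, when both peaks had to be covered by 50% (68.2%), and among the HY D8 peaks when only those with a -log10 q of at least 5 were looked up in the full WT list (76.6%). Sharing followed peak strength. In the decile of WT D8 peaks with the lowest -log10 q, 48.7% were covered in HY D8, and in the highest decile 99.6% were. For HY D8 peaks looked up in WT D8 the shares were 17.5% and 96.4%. The genotypes came as separate cell cultures that also differed on chromosome Y, where peaks at gene promoters were present in the HY lists and absent from the WT lists, so a difference between genotypes in these lists is not tied to the allele alone.

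**Figure D2:**
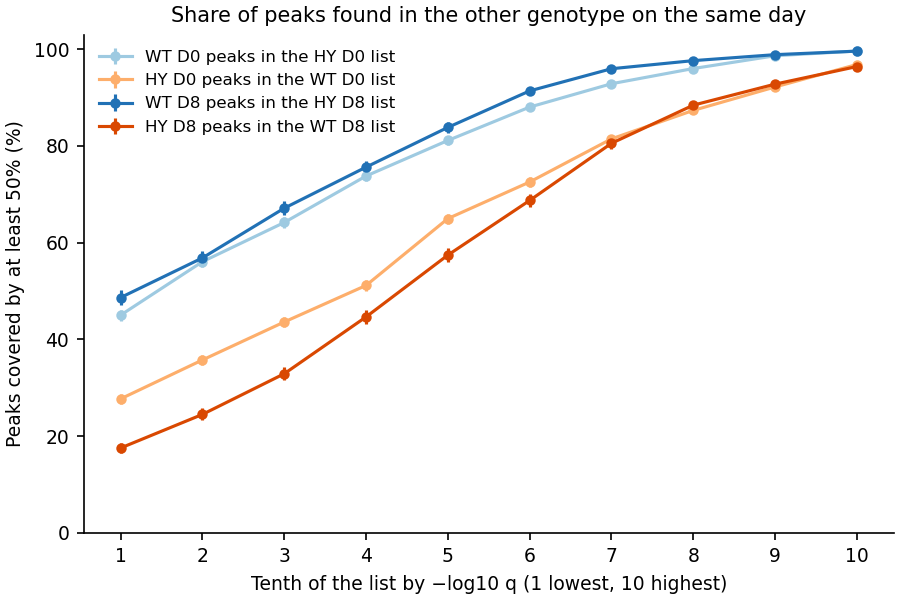
Percentage of the peaks of a library covered by at least 50% in the list of the other genotype on the same day (y axis), by decile of -log10 q in the list (x axis), for the 4 libraries, with vertical bars for Wilson 95% intervals. The share rises along every line, from 17.5% to 96.4% for HY D8 peaks and from 48.7% to 99.6% for WT D8 peaks.

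Of the WT differentiation-specific peaks, 68.6% (67.7% to 69.4%) had a D8 peak in HY, and 58.0% (57.1% to 58.9%) were differentiation-specific there as well. D8 peaks of like fold enrichment that were shared between days were found in HY more often, at 80.1% (79.3% to 80.8%). In the other direction, 48.1% (47.3% to 49.0%) of the HY differentiation-specific peaks had a D8 peak in WT, against 52.9% (52.1% to 53.7%) of the like shared peaks. The WT share moved most when both peaks had to be covered by 50% (54.6%), and the HY share when the query was restricted to a -log10 q of at least 5 (69.3%). The WT share stayed above the HY share in all 6 settings run.

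Promoter regions held 19.4% (19.1% to 19.7%) of the peaks in WT D0, 31.9% (31.4% to 32.3%) in WT D8, 17.4% (17.2% to 17.7%) in HY D0 and 26.8% (26.4% to 27.2%) in HY D8. The difference HY minus WT was -1.93 percentage points at D0 and -5.09 at D8. In lists of the same length it was -0.945 and -2.10 points. A window from 2000 bp upstream to 1000 bp downstream of the TSS gave the highest shares, 42.2% in WT D8 and 36.5% in HY D8. Differentiation-specific peaks were mostly distal, with 9.89% (9.35% to 10.4%) at promoters in WT and 7.60% (7.18% to 8.05%) in HY, while 40.4% and 34.6% of the D8 peaks shared with D0 were at promoters. Preadipocyte-specific peaks were at promoters in 11.5% of cases in WT and 10.1% in HY.

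**Figure D3:**
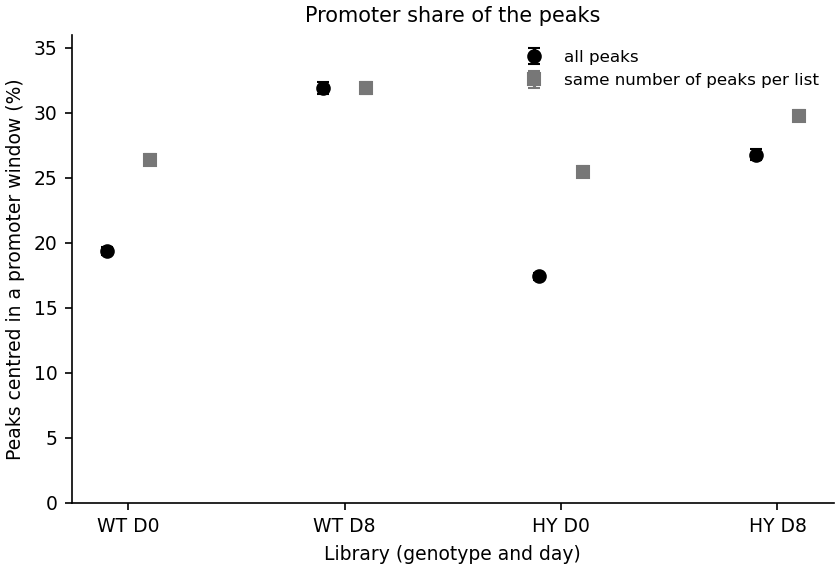
Percentage of peaks centred from 1000 bp upstream to 100 bp downstream of a TSS in each library, for all peaks (circles) and for the 41228 strongest peaks of each list (squares), with vertical bars for Wilson 95% intervals, mostly smaller than the symbols. The share is higher at D8 than at D0 in both genotypes, and the gap between WT D8 and HY D8 narrows from 31.9% against 26.8% to 31.9% against 29.8%.

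The study named candidate enhancers of thermogenic and mitochondrial regulator genes, and the next question was whether they were open in these libraries. Of 9 such sites, 8 placed by the study's ChIP-qPCR primers and the Ppargc1b site at -73 kb by its distance alone, 3 overlapped a peak in WT D0, 9 in WT D8, 3 in HY D0 and 8 in HY D8. The Prdx5 control region (chromosome 19, 6976064 to 6976187, intergenic) had no peak in any library. The Ppargc1b enhancers lay in intergenic sequence on chromosome 18, upstream of the TSS at 61560085 on the minus strand. At -37.6 kb (61597636 to 61597700) there was no peak at D0, and at D8 the summit pileup was 43 in WT, over a local background of 3.06, and 39 in HY, over 2.66. At -48.3 kb (61608335 to 61608412) the summit pileup was 11 in WT D0, 28 in WT D8, 12 in HY D0 and 29 in HY D8. At -73 kb it was 20 in both D8 libraries. The strongest D0 peaks in that window had pileups of 7 in WT and 9 in HY, and their summits lay 934 bp and 512 bp from the D8 summits.

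**Figure D4:**
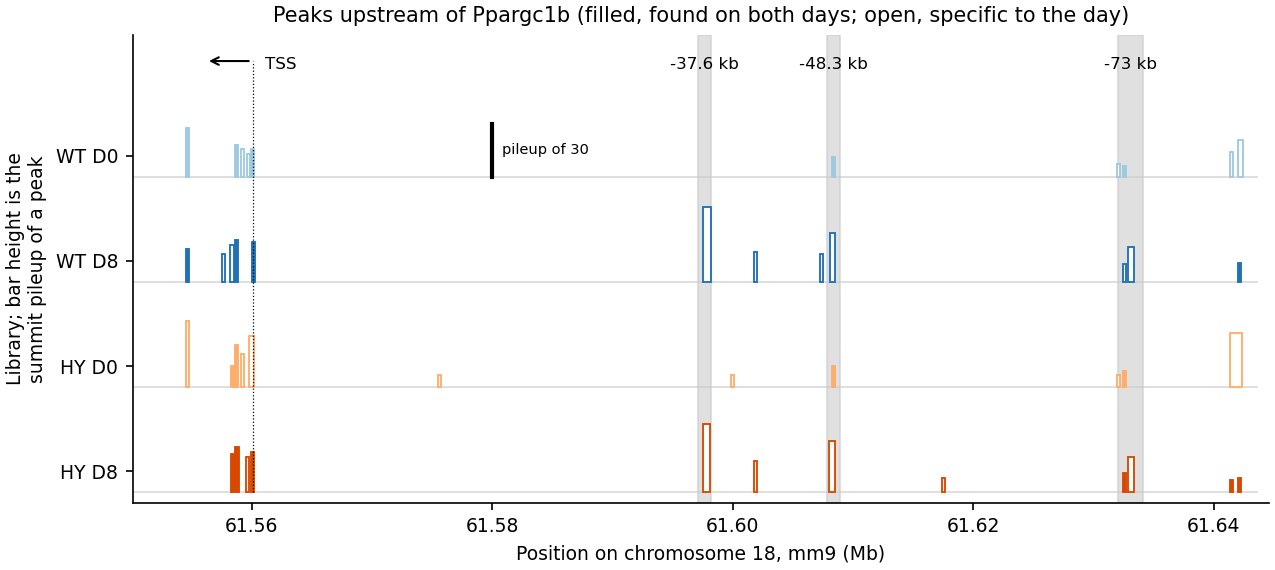
Peaks in 93.5 kb of chromosome 18 (mm9, x axis in Mb) around the Ppargc1b TSS (dotted line, arrow in the direction of transcription) in the 4 libraries, drawn to scale with bar height for summit pileup in tags, filled when found on both days and open when specific to the day; grey bands mark the enhancer windows. The tall open bars at -37.6 kb, with pileups of 43 in WT and 39 in HY, occur in the D8 libraries only. An open D8 bar can lie over a narrower D0 peak, as at 61608086 to 61608505 in WT D8.

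At the Ppargc1a enhancers on chromosome 5, all intergenic, summit pileups at D8 were 14 in WT and 12 in HY at -314 kb (52259325 to 52259383), 9 and 10 at -273 kb (52217673 to 52217758), and 27 and 38 at -41.9 kb (51986967 to 51987094). The last of these was already open at D0, with pileups of 13 in WT and 26 in HY. The Ucp1 enhancer (chromosome 8, 85809547 to 85809650, intergenic, -4.65 kb) had pileups of 10 in WT D8 and 11 in HY D8, and the Ppara enhancer (chromosome 15, 85555136 to 85555200, intergenic, -11.0 kb) 20 and 21, with no D0 peak at either. At the Cidea enhancer (chromosome 18, 67489706 to 67489776, in an intron of B430212C06Rik, -13.5 kb) a peak was called in WT D8 only, with a pileup of 10 over a local background of 0.864. The pileup of a site with no called peak is unknown, so the size of a difference between the libraries at this site cannot be given. Without the 500 bp extension, 8 enhancers were open in WT D8 and 7 in HY D8, and with a -log10 q of at least 5 the number was 8 in both.

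The strongest differentiation-specific peak common to both genotypes was on chromosome 3 (41313255 to 41313831 in WT), intergenic and -16467 bp from the TSS of the long non-coding RNA gene C430002E04Rik, with a summit pileup of 65 in each genotype. It was also touched by a D0 peak that covered less than 50% of it. The next peaks, which no D0 peak touched, lay in an intron of Myh10 (chromosome 11, 68546901 to 68547343, pileups of 54 in WT and 56 in HY), between genes at -52732 bp from Ppp2r5a (chromosome 1, 193273352 to 193273997, 66 and 71) and in an intron of Adcy5 (chromosome 16, 35216953 to 35217488, 61 and 58, with a U4 small nuclear RNA gene as the nearest TSS). On the assembled chromosomes, 6627 WT differentiation-specific peaks had an HY counterpart that was differentiation-specific as well.

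Among 33127 WT preadipocyte-specific peaks matched in the same way, the strongest was intergenic on chromosome 5 (31878652 to 31879456), -20058 bp from Mrpl33, with pileups of 77 in WT and 82 in HY. The others were nearest to Trib1 (chromosome 15, 59590867 to 59592025, intergenic, 90 and 104), Pisd-ps1 (chromosome 11, 3023249 to 3024448, intergenic, 123 and 132), the pseudogene Gm13216 in an intron of Camk1d (chromosome 2, 5534834 to 5535600, 79 and 88) and Fbxl17 (chromosome 17, 64027241 to 64028260, intergenic, 76 and 88). The TSSs of Trib1 and Fbxl17 were far away, at distances of 111190 bp and -178383 bp. The Pisd-ps1 peak had the highest pileups but the lowest fold enrichments of the 5, 8.28 in WT and 8.00 in HY. All 5 were touched by a D8 peak in both genotypes, and 0 of the 5 counted as specific when an overlap of 1 bp was enough. Under the 50% rule a wide D0 peak can be called preadipocyte-specific at a site that stays open.

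The study reported motifs of the EBF, C/EBP and NFI families in regions opened by differentiation. The EBF consensus TCCCNNGGGA was found within 100 bp of the summit in 2.43% of the WT differentiation-specific peaks and in 1.31% of the D8 peaks shared with D0, a ratio of 1.86 (1.59 to 2.16). In HY the ratio was 1.58 (1.37 to 1.83). Column-shuffled versions gave a mean ratio of 0.608 in WT and 0.614 in HY. With a looser EBF consensus the ratio was 1.07 (1.01 to 1.13) in WT and 0.995 (0.944 to 1.05) in HY, where the interval included 1. The C/EBP consensus TTRCGYAA gave ratios of 1.62 (1.28 to 2.06) in WT and 1.69 (1.34 to 2.12) in HY. Its shuffled versions gave 1.49 and 1.4, and single shuffled versions reached 2.54 and 2.13, so this excess lay within their range. Column shuffling need not keep the central CG of the consensus together, so that range does not decide whether the excess is real. Against shared peaks matched in fold enrichment and GC content, the C/EBP ratio was 1.32 in WT and 1.61 in HY. The looser C/EBP consensus was found in 11.3% of the WT and 12.2% of the HY differentiation-specific peaks. Its ratios were 2.55 (2.37 to 2.75) in WT and 2.75 (2.58 to 2.94) in HY. The NFI consensus TTGGCNNNNNGCCAA occurred in 6 WT and 10 HY differentiation-specific peaks, and its ratios of 1.199 (0.456 to 3.15) and 1.89 (0.830 to 4.31) had intervals that included 1. The looser NFI consensus, found in 1.76% of the WT and 1.66% of the HY differentiation-specific peaks, gave 1.49 (1.26 to 1.77) and 1.36 (1.16 to 1.59). Of 3 further motifs, PPARG:RXR was more frequent in differentiation-specific peaks, at 3.03 (2.06 to 4.45) in WT and 2.55 (1.75 to 3.72) in HY, although single shuffled versions, with few matches, reached 3.46 and 2.84. AP-1 was less frequent, at 0.542 (0.502 to 0.586) and 0.419 (0.390 to 0.449), as was CTCF, at 0.258 (0.212 to 0.313) and 0.197 (0.163 to 0.237). Shuffled CTCF versions, with few matches, gave mean ratios of 0.707 in WT and 0.560 in HY. Single CTCF versions ranged from 0 to 1.36 in WT and from 0 to 2.03 in HY. No depletion can fall below a range that starts at 0, so the shuffled versions cannot decide on the CTCF ratios. Against shared peaks matched in fold enrichment and GC content, the CTCF ratio was 0.193 in WT and 0.150 in HY. Single shuffled AP-1 versions ranged from 0.925 to 1.59 in WT and from 0.872 to 1.46 in HY, above the AP-1 ratios. Median GC content around the summit was 50.7% in differentiation-specific and 56.7% in shared peaks of WT.

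**Figure D5:**
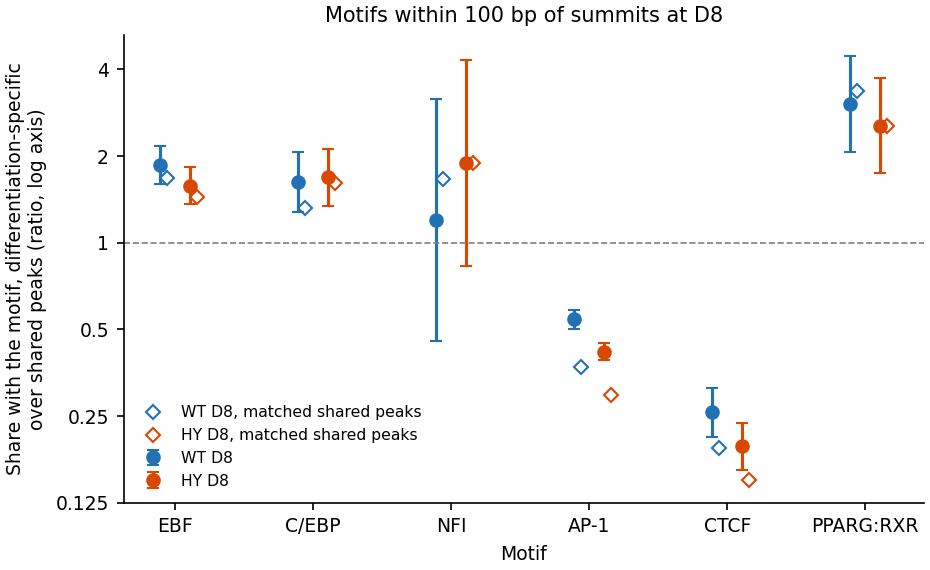
Share of peaks with a motif within 100 bp of the summit in differentiation-specific peaks divided by the share in peaks shared between days (y axis, log scale), for 6 motifs in WT D8 and HY D8, with vertical bars for 95% intervals and open diamonds for shared peaks matched in fold enrichment and GC content. The EBF, C/EBP and PPARG:RXR ratios lie above 1 and the AP-1 and CTCF ratios below 1 in both libraries, whereas the looser EBF consensus, not drawn, gave 0.995 in HY.

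The study asked which genes lie near regions opened by differentiation. Genes of the thermogenic list did so more often than most random lists. A differentiation-specific peak was present within 50 kb of the TSS for 16 of 19 annotated genes in WT, the 96.0 percentile of the random lists, whose median was 13, and for 17 of 19 in HY, the 99.7 percentile. Ppargc1b had 8 such peaks in WT and 6 in HY, Ucp1 6 and 3, Ppara 9 and 7, Ppargc1a 3 in each and Cidea 2 in each. Under the 50% rule, such a peak can lie at a site already open at D0. The Ppargc1b counts include a WT D8 peak at 61608086 to 61608505, which held a narrower D0 peak at 61608253 to 61608452. The HY D8 peak at this site also held a D0 peak. The gene counts and percentiles were not repeated with another overlap rule. The adipocyte list reached 20 of 20 genes in both genotypes, at percentiles of 99.2 and 97.7. The preadipocyte list had 9 of 20 genes in WT (percentile 30.3) and 10 of 20 in HY (28.0). Of the control lists, liver had 10 of 20 genes in WT (percentile 89.95) and 12 of 20 in HY (95.1), and neuron had 2 of 19 in WT (percentile 0.045) and 8 of 19 in HY (41.9). At a distance of 100 kb the thermogenic percentile fell most, to 65.9 in WT and 84.8 in HY, and at 10 kb it was 99.6 and 99.98. With the same number of peaks per list it was 75.4 in WT and 87.2 in HY, below the liver control, which was at 99.2 and 93.1. At 10 kb the liver control was at 98.9 in WT and 79.7 in HY.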

Values the study reported

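For the differentiated cells, the study put the proportion of ATAC-seq peaks at promoters and TSSs at 27.2% in WT and 22.3% in HY. It counted 10,048 peaks present only after differentiation in WT cells and 12,500 in HY cells.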

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

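Of the tests in this part, the one on the number of peaks per list as a source of chromosome Y peaks and the one on weak peaks as a source of the change in median fold were chosen only after the result was seen, and the tests on chromosome Y genes and on Xist were chosen after the chromosome Y peak counts were seen but before peaks at those genes were looked up.

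The medians of fold enrichment and -log10 q differed between genotypes in opposite directions on the 2 days. The median fold of HY minus that of WT was 0.151 at D0 and -0.268 at D8, and the median -log10 q differed by 0.701 at D0 and -0.883 at D8. These were the only opposite effects among 14 contrasts of 7 measures, and the difference between days was not tested, since each value rests on 1 library per group. A candidate explanation is that the HY D8 list holds more weak peaks. List length alone does not give the pattern, since HY D0 was the longest list, with 77994 peaks, and had the highest medians of fold and -log10 q. With the same number of peaks per list the median fold of HY minus WT was 0.523 at D0 and 0.393 at D8, so HY was above WT on both days, and the median -log10 q differed by 2.77 and 0.855. Shortening only the HY list at D8 has to raise its median, so the rise itself says little, but the change of sign was not fixed in advance. Above a -log10 q of 5 the D8 lists were closer in length, with 33168 peaks in HY and 31195 in WT, against 48964 and 41228 over all. Peaks whose local background was the genome-wide rate made up 19.4% of the HY D8 list and 9.38% of the WT D8 list. The extra length of the HY D8 list thus lay largely among weaker peaks. Why those were called was not tested, and neither was an effect of the allele on these medians.

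Peaks on chromosome Y, which the study's text does not report separately, numbered 7 in HY D0 and 6 in HY D8, against 1 in each WT library. The WT peak lay at 2652166 to 2652378 in WT D0 and at nearly the same place in all 4 lists. A test on single-copy genes asked whether HY cells carry a Y chromosome that WT cells lack, which requires promoter peaks in both HY lists and neither WT list. This held for 3 of 4 genes, Ddx3y, Eif2s3y and Uty, while Kdm5d had no peak in any library. More peaks in the HY lists are argued against as the whole source, since the same 3 genes kept a promoter peak in both HY lists shortened to 41228 peaks, while the full WT lists had none. The HY D0 list then held 4 chromosome Y peaks and the HY D8 list 6. The Eif2s3y promoter peak (346438 to 347111) had a summit pileup of 38 in HY D0 and 23 in HY D8.

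The WT culture may come from a female mouse or may have lost its Y chromosome. A female origin would call for a peak within 1000 bp of the Xist TSS in both WT libraries and neither HY library, and such a peak was present in 1 WT library (D0, chromosome X, 100678570 to 100678659, summit pileup 14), in no WT D8 peak and in no HY list. This value of 1 does not decide, so a female origin and a loss of the Y chromosome cannot be told apart here. A swap of WT and HY labels on 1 day is argued against by the chromosome Y pattern, which is alike at D0 and D8 within each genotype. Sex of the mice was not among the groups, and no explanation beyond those above was tested. The genotype comparisons carry this difference between the cultures.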

How the results depend on the processing

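No test in this part was chosen after its result was seen, since all alternatives reported here were fixed in advance. Across 64 results and 16 alternative settings, 214 values were recomputed: 113 stayed within the interval of the value reported (within 1.5 times for counts), 100 moved further and 1 changed direction. No paired analysis was made. Days could be paired within a culture, but each group has 1 library, and no result comes from a test.

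The promoter share was higher in WT than in HY on both days, and higher at D8 than at D0 in both genotypes, in all 5 settings run. WT peaks were found in HY more often than the reverse on both days in all 7. With 50% of both peaks, both directions count the same number of matches (47546 at D0, 28107 at D8), so list length alone sets that order. The HY lists were longer except with the same number of peaks per list, where HY peaks were wider. Whether length or width sets the other orders was not tested. HY had more differentiation-specific and more preadipocyte-specific peaks than WT in 6 of 7 settings; with the same number of peaks per list both orders changed. These counts come from lists that were longer in HY. As a share of the D8 peaks, the order of the differentiation-specific peaks depended on the setting. WT was above HY with a -log10 q of at least 5 in both lists (25.8% against 25.6%) or in the query list (23.22% against 23.12%). These differences lay within the intervals. WT was also above HY with the same number of peaks per list (36.5% against 35.6%). HY was above WT under the 50% rule (29.0% against 27.8%) and with an overlap of 1 bp (25.5% against 24.4%). The same held with 50% of both peaks (58.7% against 57.3%) and with the summit inside a peak (27.8% against 26.6%).

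With an overlap of 1 bp, the shares of peaks found in the other genotype were 85.1% (WT D0), 75.5% (HY D0), 86.2% (WT D8) and 69.6% (HY D8), and those of differentiation-specific peaks 73.4% (WT) and 55.7% (HY); 0 of the 5 strongest preadipocyte-specific peaks remained specific, and 0 when the summit had to lie inside a peak. With 50% of both peaks, differentiation-specific peaks numbered 23623 (WT) and 28759 (HY), the shares found were 66.5%, 61.0%, 68.2% and 57.4% in the same order of libraries, and those of differentiation-specific peaks 54.6% and 46.5%. With the summit inside a peak the shares found were 81.9%, 71.8%, 82.5% and 65.3%. A rule that asks for less or more overlap raises or lowers sharing by construction.

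With a -log10 q of at least 5 in both lists, HY had 8483 differentiation-specific peaks, the shares found in the other genotype were 81.6%, 70.1%, 83.0% and 69.7% in that order, those of differentiation-specific peaks 69.8% and 59.1%, and promoter shares 22.1% (WT D0), 36.9% (WT D8), 20.7% (HY D0) and 33.9% (HY D8), with HY minus WT at -1.43 points (D0) and -3.05 (D8). With that minimum in the query list alone, differentiation-specific peaks numbered 7245 (WT) and 7668 (HY), the shares found were 87.6%, 76.4%, 90.01% and 76.6%, and those of differentiation-specific peaks 82.0% and 69.3%. Fewer peaks enter these counts by construction; for the shares the cause was not tested.

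With the same number of peaks per list, median fold was 8.97 (WT D0), 9.50 (HY D0) and 6.99 (HY D8) and median width 422 bp, 485 bp and 268 bp, since the weakest peaks are removed. Preadipocyte-specific peaks numbered 26027 (WT) and 25171 (HY). The shares found in the other genotype were 81.8% (WT D0), 74.998% (HY D0), 77.7% (WT D8) and 67.9% (HY D8), and those of differentiation-specific peaks 62.6% and 57.1%. Promoter shares were 26.4% (WT D0), 25.5% (HY D0) and 29.8% (HY D8), with HY minus WT at -0.945 points (D0) and -2.10 (D8). The AP-1 ratio was 0.622 (WT) and 0.517 (HY), the CTCF ratio 0.553 and 0.479, the neuron list had 5 genes in WT, the share of HY D8 peaks on chromosome X was 1.86%, and chromosome Y had 4 peaks in HY D0. For the ratios and chromosomes the cause was not tested.

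A promoter window of 2000 bp upstream to 1000 bp downstream gave 27.9% (WT D0), 42.2% (WT D8), 25.7% (HY D0) and 36.5% (HY D8), with HY minus WT at -5.72 points at D8, and protein-coding transcripts alone gave 16.3%, 28.2%, 14.5% and 23.4%, as a wider window or fewer TSSs must.

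Within 50 bp of the summit, the C/EBP ratio was 1.22 (WT) and 2.14 (HY), NFI 5.19 (WT, 2 specific peaks against 1 shared peak, interval 0.471 to 57.3) and 2.46 (HY, 1 against 1), AP-1 0.477 and 0.357, and CTCF 0.321 and 0.248. The looser consensus gave 1.07 for EBF in WT, 2.55 and 2.75 for C/EBP, and 0.995 for EBF in HY. This last value is the one counted as changing direction, although its interval (0.944 to 1.05) included 1. Against shared peaks matched in fold enrichment and GC content, AP-1 was at 0.370 (WT) and 0.295 (HY) and CTCF at 0.193 and 0.150. For the motif ratios the cause was not tested.

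At 100 kb from a TSS, the neuron list had 10 genes near a differentiation-specific peak in WT and 13 in HY, and the preadipocyte list 16 in HY. At 10 kb, the WT counts were 10 (thermogenic), 4 (preadipocyte), 5 (liver) and 1 (neuron), and the HY counts 5 (preadipocyte), 3 (liver) and 4 (neuron), as a narrower distance must lower them. Depth limits what a missing peak means: a site at the background rate needed a pileup of 4 or 5 tags to be called at all, and weak peaks were those least often found in another library.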

Other observations

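Of the tests in this part, the one on the depth of HY D8, the count of D0 and D8 peaks above a -log10 q of 5 and the overlaps of 1 bp and of the summit, added to the tests on weak peaks, were chosen only after the result was seen.

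Both genotypes had fewer peaks at D8 than at D0, and the D8 libraries were shallower. Depth was tested by thinning the summit pileups of each D0 list to the background rate of its D8 list. Of the D0 peaks, 95.3% in WT and 94.0% in HY still passed the lowest -log10 p of the D8 list, 1.65 times the D8 count in WT and 1.498 times in HY, where lower depth as the whole cause calls for at most 1.1 times. The test scales all pileups by 1 factor and leaves other differences in library quality open. Weak D0 peaks near the calling threshold are another candidate. In the decile of D0 peaks with the highest -log10 q, the share covered by the D8 list under the 50% rule was 30.9 points (WT) and 24.6 points (HY) below the share covered by the D0 list of the other genotype. That is more than the 5 points set for this test, which argues against weak peaks as the whole cause. Because D0 peaks are wider, 2 further overlap rules were then added, and the gaps were 5.83 and 3.398 points with 1 bp and 6.94 and 4.53 points with the summit inside a D8 peak. The HY gaps thus lie under the limit with the added rules, and this test depends on the overlap. The number of strong peaks needs no overlap rule. With a -log10 q of at least 5, D0 had 55387 peaks and D8 31195 in WT, 1.78 times as many, and 58204 and 33168 in HY, 1.75 times as many, against 1.73 and 1.59 times over all peaks. Weak D0 peaks as the whole cause call for at most 1.1 times, and the counts lie above that. However, -log10 q also rises with depth at a given fold, and the D0 libraries were deeper. The counts were not matched for depth, so on their own they do not exclude weak peaks. Loss of open regions during differentiation stays open.

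Peak width matters for the 50% rule. Among preadipocyte-specific peaks, the share touched by a D8 peak rose from 0.741% in the narrowest decile of D0 peaks to 78.9% in the widest decile in WT, and from 1.08% to 86.0% in HY, with 17.9% and 21.1% over all. Width largely fixes such a share, so a test built on it was not counted.

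With an overlap of 1 bp, differentiation-specific peaks numbered 10052 in WT and 12500 in HY. The HY count equals the value quoted from the study above, and the WT count is slightly higher than the one quoted.

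HY D8 had more peaks than WT D8. Higher depth of the HY D8 library is argued against, since its background rate was 0.931 of that of WT D8. The lower promoter share in HY D8 may come from more weak, distal peaks passing the threshold. Among the 20000 strongest peaks of each D8 list, promoters held 46.3% (45.6% to 47.0%) in WT and 44.4% (43.7% to 45.1%) in HY, a difference of -1.94 points, which argues against weak peaks as the whole cause while the gap of -5.09 points over all peaks narrowed. An effect of the allele, a difference between the cultures and the signal-to-noise of the libraries stay open.

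Many differentiation-specific peaks of one genotype had no D8 peak in the other. If weak peaks were the cause, at least 95% of the strongest decile should be found in the other genotype. Under the 50% rule this share was 97.3% (96.2% to 98.1%) for WT peaks and 91.8% (90.3% to 93.1%) for HY peaks, so the test went against weak peaks as the whole cause in the HY direction. An overlap of 1 bp, added afterwards, gave 100% and 99.6%. The 91.8% may thus reflect differing peak edges, and whether weak peaks account for the pattern cannot be told apart from the choice of overlap. In the weakest decile, 36.4% of the WT and 11.2% of the HY peaks were found.

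The cultures also differed by chromosome. At promoter peaks shared by both genotypes, the median log2 ratio of summit pileups HY/WT, relative to all chromosomes, was -0.25 at D0 and -0.21 at D8 on chromosome 12, 0.11 and 0.14 on chromosome 14, and 0.09 and 0.11 on chromosome 15. Chromosome 13 was less alike between days, at -0.04 at D0 and -0.11 at D8. A difference in chromosome copy number between the cultures should appear on both days. Over the 20 chromosomes, which are not independent replicates, Spearman's rho between the days was 0.623, above the limit of 0.5 set for this test. A rho under that limit would have left the question undecided, so no outcome could have counted against copy number. A difference in copy number may contribute but is not shown. Without chromosomes 12 and 14 rho was 0.481, under that limit, so the relation rests partly on them, and any other lasting difference between the cultures would give the same pattern. These chromosomes were singled out after their values were seen.

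Chromosome X held 2.18% of the peaks in WT D0, 2.14% in WT D8, 2.09% in HY D0 and 2.07% in HY D8. The neuron control list had 2 of 19 genes near a differentiation-specific peak in WT and 8 of 19 in HY, and no explanation was tested.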
